A study of Mus musculus with 15 samples. Its data were reported in "Forniceal deep brain stimulation induces gene expression and splicing changes that promote neurogenesis and plasticity" (2018).

How the data were processed

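The 15 libraries were made from dentate gyrus RNA of female mice, 4 WT sham, 4 WT DBS, 3 Het sham and 4 Het DBS, each a biological replicate by the series description. Per the labels, electrodes were implanted at 6 weeks of age, DBS (130 Hz, 60 µs, 50 µA) was given for 1 hour a day over 2 weeks, and tissue was collected 17 days later at postnatal day 92. The authors prepared libraries from 250 ng of RNA with an unstranded poly(A) kit, aligned reads to mm10 with STAR 2.4.2a and counted them per gene with HTSeq 0.9.1. The values the authors deposited are raw counts, 1 file per library, with no normalization. An unstranded kit cannot assign a read to a strand, so reads of overlapping antisense genes, such as Opn1mw across Mecp2, are not separated by it. According to the study, all libraries were prepared in 1 batch and sequenced in 1 batch, so no batch term was fitted. ERCC transcripts were added by the authors, but no spike-in identifiers are among the counted genes, and none was used here.

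Each file holds 48526 gene identifiers and 5 HTSeq summary lines, which were kept out of library sizes and tests. Reads outside annotated features made up 10.1% to 13.2% of uniquely aligned reads, and ambiguous reads 3.18% to 3.35%. Multiply aligned reads made up 12.0% to 14.9% of uniquely and multiply aligned reads together, as no unaligned reads were counted. Gene reads per library, replicates 1 onward, were 277874468, 259888947, 216669282 and 229491510 in WT sham, 264734052, 236867033, 223009388 and 227319757 in WT DBS, 247156311, 226646373 and 225597291 in Het sham, and 266987265, 212694632, 248314058 and 226895230 in Het DBS. The 10 most abundant genes took 5.56% to 7.43% of gene reads, and mitochondrially encoded genes 4.71% to 6.69%. Identifiers were matched to GENCODE M21 without their version numbers (48144 matched, 382 not), which gave symbols, gene class and coordinates on mm10. At least 1 read was seen for 36714 genes, 18641 had a mean count over 40, and the 15079 protein-coding genes among these were tested. Replicate pairs differed by more than sampling noise, with a chi-square per degree of freedom of 21.6 to 164, so the spread between animals and not depth sets the precision. The biological coefficient of variation was 9.66%.

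Tests were run with edgeR 4.0.16 in R 4.3.3: TMM factors, a design of 4 group means over all 15 libraries, and the quasi-likelihood F test (11 residual and 4.14 prior degrees of freedom). The 7 contrasts were: Het against WT in sham and in DBS animals, DBS against sham in WT and in Het animals, the interaction, and genotype and treatment each averaged over the other. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. CPM values are scaled with the same TMM factors. Het-low genes were those called at least 20% lower in Het sham than in WT sham, and raised genes those called at least 15% higher in Het DBS than in Het sham. The study states these minima for its heat map and its raised genes, and no minimum beside its counts of increased and decreased genes. For gene spans over 100 kb (50 and 200 kb as alternatives), the mean log2 CPM (prior count 2) of long genes less that of the others was compared between groups by exact permutation.

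For 37 gene lists, camera of limma 3.58.1 was run with a preset inter-gene correlation of 0.01 and with an estimated one, and fry beside it, each adjusted over the 259 list tests. The lists cover immediate early, delayed activity-regulated, neuropeptide, interneuron, glutamate receptor, GABA receptor and synaptic vesicle genes; proliferation, stem and progenitor, immature neuron and mature granule cell genes; mossy cell, CA1 and subicular, CA2 and CA3, thalamic, choroid plexus and ependymal markers; astrocyte, reactive astrocyte, microglia, activated microglia, oligodendrocyte and precursor markers; endothelial, mural, meningeal and haemoglobin genes; interferon, glucocorticoid, circadian, heat shock, cholesterol, extracellular matrix and published MeCP2-sensitive genes; and oxidative phosphorylation, mitochondrially encoded and ribosomal genes. A list score is the mean of its members' log2 CPM after centring each gene. Lists overlap in places: Calb2, for example, is in both the mossy cell and the immature neuron list.

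Named genes followed a rule: in each contrast the 12 higher and the 12 lower called genes with the largest change, up to 4 called members of each list, and where fewer than 10 genes passed, all of them and the 5 with the smallest p. Mecp2, Fos, Bdnf, Kif1b, Fosl2, Junb, Gad2, Grin2d, Syt6 and Rxfp3 were followed in every contrast, with up to 12 raised Het-low genes. This rule, the groups, the lists, the tests and most alternatives were chosen before the data were examined. Genes that pass only over a list, and Gpr101, Ttr and DESeq2's own calls, were named after their values were seen; 1 result is not reported here. The counts on chromosome X and around Mecp2 were also added after the calls were seen.

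The pipeline was tested on simulated data with 50 genes changed at each fold. In Het sham against WT sham it recovered 18, 41, 43 and 49 of 50 at folds of 1.2, 1.5, 2 and 3, and in Het DBS against Het sham 13, 40, 44 and 49, with 5 and 9 false calls. The bound first set for the 2-fold genes was above 45 of 50; after 43 was seen it was lowered to 35, and a bound on the bias of the fitted change was added. In the other 2 pairwise contrasts, where nothing was changed, it made 0 calls (edgeR).

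Alternatives were DESeq2 1.42.0, limma voom with sample quality weights, robust edgeR, relative log expression and upper quartile factors, no filter and filterByExpr, all gene classes, fits of only the groups compared, a 20% fold minimum, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. Added after seeing the data were DESeq2 without Het DBS 1, the list tests without each library in turn (camera with the preset correlation), and the choroid plexus score or a ventral hippocampal score as a covariate. Under the other scalings the median of all genes moved by at most 0.0143, none of the 69 passing named values changed sign, and 12 of 259 list medians did, none of them past camera. Simulations of the shared Het sham group numbered 50 per setting, and the setting with a genotype difference at 0.9 of its size was added after seeing the data. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for reading files and for figures.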

Results

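Gene expression was compared in the dentate gyrus of female mice with intact Mecp2 (WT) or with 1 Mecp2 copy replaced by a null allele (Het), with or without repeated stimulation of the fornix. Mecp2 encodes a methyl-DNA binding protein whose loss causes Rett syndrome, and the fornix is a fibre bundle that carries signals to and from the hippocampus. The comparisons ask which genes differ with genotype, which differ 17 days after the last stimulation session, and whether genes that are low in Het animals differ less from WT after stimulation. The series describes each of the 15 libraries as a biological replicate: 4 of WT sham, 4 of WT DBS (deep brain stimulation), 3 of Het sham and 4 of Het DBS. By the study's methods, animals with a strong evoked signal were assigned to DBS and those with a weak signal to sham, so the strength of that response goes along with treatment. Fold changes are log2 values with standard errors from 1 edgeR quasi-likelihood fit of 15079 protein-coding genes, the tests are two-sided, and adjusted p values are Benjamini-Hochberg values over all tested genes unless a list is named.

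Mecp2 mRNA itself was lower in every Het library than in every WT library. Its mean was 113 ± 13.1 CPM (counts scaled by library size, ± SD) in Het sham (n = 3) and 216 ± 12.4 in WT sham (n = 4), a log2 fold change of -0.93 ± 0.09 (edgeR, adjusted p = 0.000224). After DBS the means were 138 ± 18.1 in Het (n = 4) and 219 ± 8.14 in WT (n = 4), a log2 fold change of -0.66 ± 0.08 (adjusted p = 0.00494). The Het sham libraries thus stood at 52.2% of the WT mean and the Het DBS libraries at 63.6%. The single Het values were 98.9, 124 and 117 CPM in sham and 115, 134, 145 and 158 CPM in DBS. Het DBS against Het sham gave 0.29 ± 0.09 (edgeR, adjusted p = 0.355), and an exact two-sided test over the 35 regroupings of these libraries gave p = 0.143. The counts sum both alleles, and the null allele can still give reads outside the deleted exons. Mecp2 lies on chromosome X at 74026592 to 74135363 (mm10), and Irak1, a kinase of interleukin-1 receptor signalling, lies 2673 bp away at 74013914 to 74023918.

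**Figure D1:**
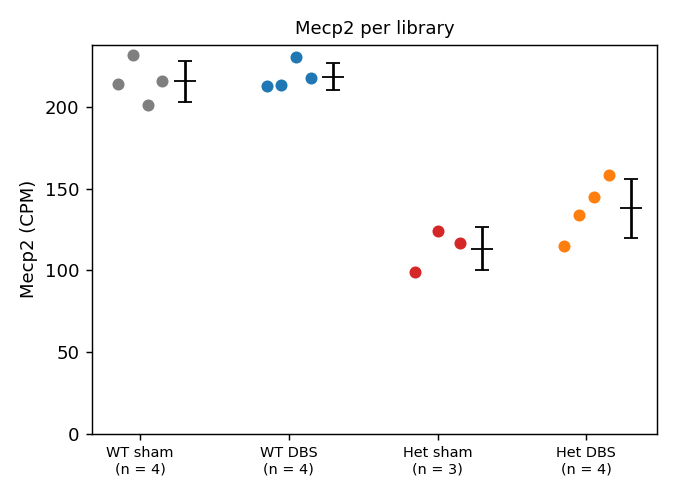
Mecp2 in each of the 15 libraries, in CPM. Bars show group means and SD.

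Without stimulation, the genes that differed between Het and WT animals included Mecp2, its neighbour Irak1 and both genes of GABA synthesis. Of 15079 genes, 43 passed at an adjusted p under 0.05 (edgeR), 23 higher and 20 lower in Het sham (n = 3) than in WT sham (n = 4). Irak1 had the smallest p and rose by 0.55 ± 0.04 (adjusted p = 1.82e-05), from 80.7 to 119 CPM, with every Het library above every WT library. Pdlim1, an actin-associated adaptor, rose 2.28-fold (1.19 ± 0.11, adjusted p = 7.14e-05). Bmp3, a secreted growth factor of the BMP family, rose 1.89-fold (0.92 ± 0.17, adjusted p = 0.0346). Of the called genes, Ccr2 and Cd74 rose most. Ccr2, the chemokine receptor of monocytes and under 1 CPM in every library, went from 0.0690 to 0.673 CPM (3.28 ± 0.47, adjusted p = 0.0104). Cd74, the invariant chain of MHC class II, went from 2.15 ± 0.524 to 7.89 ± 3.20 CPM (1.88 ± 0.35, adjusted p = 0.0370). Cdh18 rose by 0.59 ± 0.10, Tenm3 by 0.49 ± 0.08, Osbpl3 by 0.43 ± 0.08, Cdk6 by 0.42 ± 0.07, Id3 by 0.41 ± 0.08 and Frmd6 by 0.38 ± 0.06. Nptx2, a secreted pentraxin that gathers AMPA receptors at active synapses, rose 1.35-fold (0.44 ± 0.09, adjusted p = 0.0459).

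Genes that fell in Het sham included both enzymes that make GABA. Gad2 changed by -0.37 ± 0.07 (148 to 115 CPM, edgeR, adjusted p = 0.0346) and Gad1 by -0.22 ± 0.04 (306 to 263 CPM, adjusted p = 0.0459). The GABA-A receptor subunit Gabrg3 changed by -0.29 ± 0.05 (adjusted p = 0.0346). Among receptors and peptides, Tac2, the neurokinin B precursor, changed by -0.74 ± 0.13, the somatostatin receptor Sstr1 by -0.64 ± 0.10 and the serotonin 1A receptor Htr1a by -0.51 ± 0.07 (adjusted p = 0.0346, 0.0250 and 0.00337). The neuronal transcription factors Nhlh2 and Npas1 changed by -0.59 ± 0.10 and -0.47 ± 0.07. Doc2a, a calcium sensor of vesicle release, changed by -0.51 ± 0.08, and Folh1, a peptidase that frees glutamate from NAAG, by -0.45 ± 0.08. The fatty acid transport protein Slc27a3 changed by -0.75 ± 0.15, the Wnt agonist Rspo1 by -0.68 ± 0.12, Lhfpl1 by -0.68 ± 0.13 and Fgf11 by -0.53 ± 0.10. Of the genes followed in every comparison, Grin2d (-0.54 ± 0.11, adjusted p = 0.0655), Syt6 (-0.39 ± 0.10, adjusted p = 0.119) and Rxfp3 (-0.83 ± 0.31, adjusted p = 0.305) did not pass. Neither did the activity genes Fos (0.30 ± 0.31), Bdnf (0.10 ± 0.08), Fosl2 (0.04 ± 0.13) and Junb (0.10 ± 0.15), nor Kif1b (0.00 ± 0.05).

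**Figure D2:**
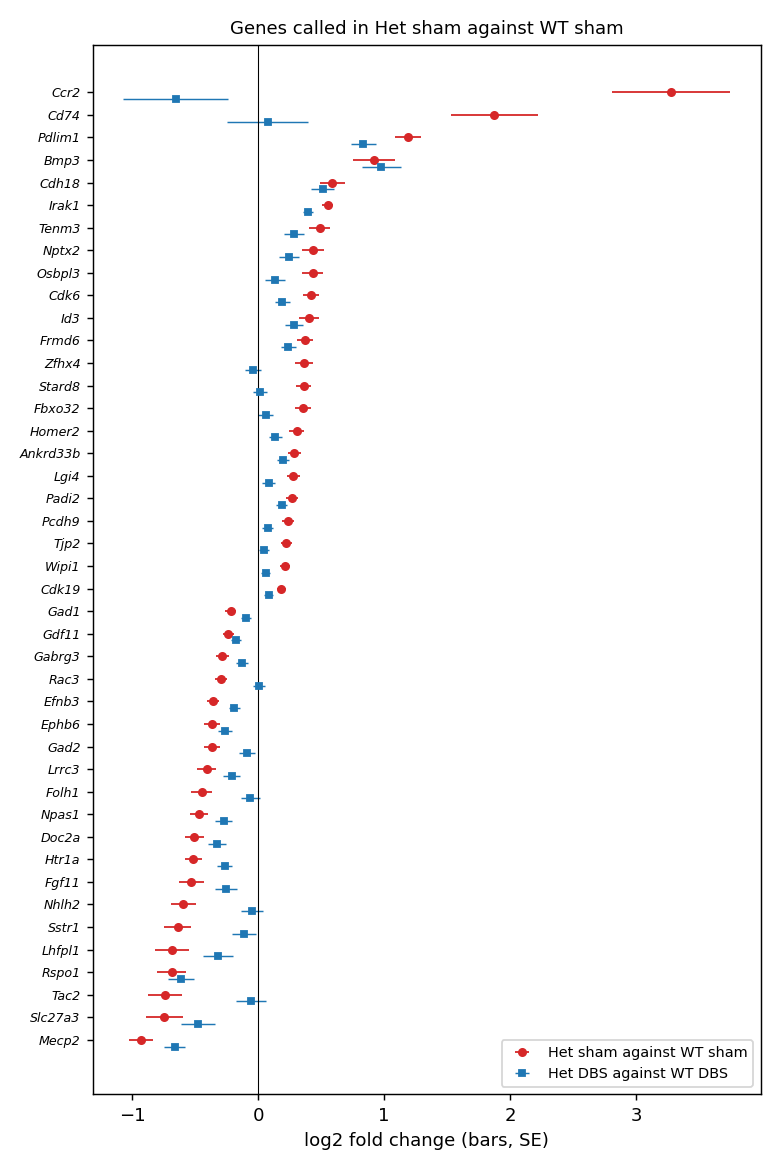
Log2 fold changes (± SE) of the 43 genes that differ between Het sham and WT sham, with their values in Het DBS against WT DBS.

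The number of genes called in this comparison rests on single libraries. It was 6 without Het sham 1, 7 without WT sham 4, 8 without WT sham 3, 8 without Het sham 3, 11 without WT sham 1, 25 without WT DBS 2 and 132 without Het DBS 1. Irak1, Pdlim1, Mecp2 and Htr1a passed in all 15 fits that left 1 library out. Ccr2 passed in 14 (adjusted p = 0.0503 without WT sham 3), and the other named genes in 2 (Slc27a3 and Lhfpl1) to 11 (Tenm3, Sstr1, Nhlh2 and Doc2a). For all of the latter but Tac2 (0.169 without Het sham 3) the largest adjusted p came without Het sham 1: 0.243 for Cd74 (passing in 7), 0.117 for Gad2 (8), 0.172 for Gad1 (3), 0.131 for Gabrg3 (8), 0.287 for Nptx2 (5) and 0.224 for Bmp3 (8). DESeq2 called 292 genes and limma voom with quality weights 218, and each of these sets holds all 43. With 1 surrogate variable 18 genes were called (15 of the 43), and with a ventral hippocampal score as a covariate, chosen after the data were seen, 6 (all of them among the 43). On chromosome X, 4 of the 43 genes and 539 of the 15079 tested genes lie. Of 34 tested genes within 500 kb of Mecp2, Irak1 alone passed.

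Across gene lists, markers of inhibitory neurons were lower in Het sham than in WT sham. The ventral hippocampal score was lower too, at -0.38 ± 0.15 (SD) in Het sham and 0.18 ± 0.18 in WT sham. Whether it accounts for any of the list calls below was not tested. Of 20 markers of GABAergic interneurons 17 were lower (median -0.21; camera with a preset correlation, adjusted p over 259 tests = 2e-07; adjusted p = 0.609 with an estimated correlation). Gad1 and Gad2 passed over all genes, and adjusted over the list alone 10 did, among them Dlx2, Lhx6, Slc6a1, Htr3a, Reln, Cnr1 and Erbb4. Of 16 neuropeptides 11 were lower (median -0.29, adjusted p = 0.000815; adjusted p = 0.609 with an estimated correlation), with Tac2 called over all genes and Tac2 and Nxph1 over the list alone. Of 17 immature neuron markers 14 were lower (median -0.19, adjusted p = 7.89e-05; adjusted p = 0.609 with an estimated correlation), with Calb2, Dpysl3 and Dpysl5 passing over the list alone. CA2 and CA3 pyramidal markers were lower in 10 of 13 (median -0.07, adjusted p = 0.0390; adjusted p = 0.617 with an estimated correlation). Immediate early genes were higher in 20 of 24 (median 0.12, adjusted p = 0.000856; adjusted p = 0.666 with an estimated correlation), with Ptgs2 (0.37) passing over the list alone. Delayed activity-regulated genes were higher in 12 of 16 (median 0.08, adjusted p = 0.0108; adjusted p = 0.609 with an estimated correlation), with Plk2, Rasgrp1, Inhba and Nptx2 passing over the list alone. By camera with the preset correlation, the interneuron, neuropeptide and immature neuron calls held in all 15 fits that left 1 library out. That of the CA2 and CA3 list was lost without WT sham 1, WT sham 3, Het sham 2 or Het sham 3 (adjusted p = 0.0731, 0.0836, 0.0902 and 0.0557), and those of the immediate early and delayed lists without WT sham 2 (0.106 and 0.0551). In all, 87 of the 259 list tests passed camera with a preset correlation, and none with an estimated one (smallest adjusted p = 0.609) or by fry in 1 direction. fry's mixed test, which asks whether members change in either direction, passed in 25. The median, the mean and the test differed in sign in 34 of the 259, of which 1 passed camera.

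Markers of glia, vessels, meninges and neighbouring regions differed between the sham groups as well, though not in every Het sham library. Higher medians past camera, each with its value from an estimated correlation, were those of oligodendrocyte markers (14 of 15 higher, median 0.17, adjusted p = 3.26e-05; adjusted p = 0.617 with an estimated correlation), interferon response genes (14 of 15, 0.39, 1.45e-05; 0.609), meningeal and fibroblast genes (11 of 13, 1.27, 0.000418; 0.666) and thalamic neuron markers (9 of 12, 0.24, 0.00359; 0.609). The same held for reactive astrocyte genes (11 of 13, 0.43, 0.00408; 0.636), mural cell markers (9 of 10, 0.19, 0.00659; 0.666), endothelial markers (12 of 14, 0.24, 0.00665; 0.722), activated microglia genes (10 of 13, 0.12, 0.00783; 0.609) and microglia markers (11 of 15, 0.06, 0.0241; 0.709). By camera with the preset correlation, the oligodendrocyte, interferon and meningeal calls held in all 15 fits that left 1 library out. Yet in Het sham 2 the meningeal score was -0.27 and the interferon score -0.14, near the WT sham means of -0.31 and -0.16, against 1.43 and 0.45 in Het sham 1 and 0.80 and 0.15 in Het sham 3. Without Het sham 1 the calls of the thalamic, reactive astrocyte, mural, endothelial, activated microglia and microglia lists were lost (adjusted p = 0.0503, 0.0894, 0.0618, 0.0836, 0.101 and 0.0621), and without WT sham 2 those of the mural, activated microglia and microglia lists (0.0756, 0.115 and 0.224). Adjusted over the lists alone, the rises were in Tcf7l2, Lef1, Rora and Synpo2 of the thalamic list, Hspb1, Gfap, Fbln5, Osmr and Aspg of the reactive astrocyte list, Irf7, Gbp2 and Gbp3 of the interferon list, Cd74, H2-Aa and Lgals3 of the activated microglia list, Cx3cr1 and Ugt8a, while Serpina3n was lower. Medians of the lists that did not pass camera were -0.77 for choroid plexus, 0.24 for CA1 and subicular pyramidal, 0.22 for haemoglobin, 0.19 for ependymal, -0.11 for oligodendrocyte precursor, -0.08 for glucocorticoid response, -0.07 for mossy cell and -0.07 for published MeCP2-sensitive genes. Of the last, fry's mixed test gave an adjusted p of 8.82e-09, with Mef2c, Irak1 and Fxyd1 higher and Gamt, Igfbp3 and Oprk1 lower over the list alone. Smaller medians were 0.04 for circadian clock, -0.04 for heat shock, -0.03 for cholesterol synthesis, 0.02 for proliferation, -0.02 for glutamate receptor, -0.01 for GABA receptor, -0.01 for astrocyte, -0.01 for mitochondrially encoded, 0.01 for mature granule cell, 0.01 for neural stem and progenitor and 0.01 for cytosolic ribosomal genes. Those of synaptic vesicle, extracellular matrix and oxidative phosphorylation genes were 0.00, the last with a sign that changes under 2 other scalings. Over the list alone, Grin2d, Grik1, Gria4 and Grin3a of the glutamate receptors were lower.

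After stimulation, 5 genes separated the genotypes (edgeR), and 4 of them also passed without it. In Het DBS (n = 4) against WT DBS (n = 4), Irak1 rose by 0.40 ± 0.04 (adjusted p = 0.000645), Pdlim1 by 0.84 ± 0.10 (adjusted p = 0.00318) and Bmp3 by 0.98 ± 0.16 (adjusted p = 0.0420). Mecp2 was lower as given above, and Cdhr1, a protocadherin-like adhesion protein best known from photoreceptors, changed by -0.48 ± 0.06 (adjusted p = 0.00532). Bmp3 passed in 3 of the 15 fits that left 1 library out (largest adjusted p = 0.217, without WT DBS 1), the other 4 genes in all 15. The count was 10 without Het DBS 4, 95 by DESeq2, 25 by limma voom and 2 when only these 2 groups were fitted. Gad2 (-0.09 ± 0.06, adjusted p = 0.662), Grin2d (-0.41 ± 0.11, adjusted p = 0.302), Syt6 (-0.09 ± 0.09), Rxfp3 (0.21 ± 0.28), Fos (-0.29 ± 0.29), Bdnf (-0.07 ± 0.08), Kif1b (-0.06 ± 0.05), Fosl2 (0.06 ± 0.12) and Junb (-0.04 ± 0.13) did not pass.

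Between Het DBS and WT DBS, camera called lists of translation, respiration and glutamate signalling, the first and second of them mostly through 1 library. All 46 cytosolic ribosomal protein genes were higher in Het DBS (median 0.14, camera adjusted p = 3.92e-10; adjusted p = 0.709 with an estimated correlation), as were all 34 oxidative phosphorylation genes (median 0.12, adjusted p = 2e-07) and all 13 mitochondrially encoded genes (median 0.15, adjusted p = 6.63e-05). Library Het DBS 1 stood apart in the same lists: its ribosomal score was 0.40 against -0.07 to 0.04 in the other 14 libraries, and its oxidative phosphorylation score 0.31 against -0.07 to 0.04. Its share of mitochondrially encoded reads was 6.69% against 4.71% to 5.35%, and its endothelial score -0.65 against -0.20 to 0.30. Without Het DBS 1 the median of the ribosomal genes was 0.03 (34 of 46 higher, camera adjusted p = 0.0431), that of the oxidative phosphorylation genes 0.02 (25 of 34, adjusted p = 0.127) and that of the mitochondrially encoded genes 0.05 (12 of 13, adjusted p = 0.0412). Glutamate receptor genes were lower in 20 of 22 (median -0.10, adjusted p = 5.47e-06; adjusted p = 0.609 with an estimated correlation), with Grik3, Grin2d, Gria1 and Grin3a passing over the list alone. Extracellular matrix genes were lower in 13 of 14 and mature granule cell markers in 12 of 16, while oligodendrocyte markers were higher in 12 of 15 (adjusted p = 0.0108, 0.0354 and 0.00863). The glutamate receptor call held in all 15 fits that left 1 library out. The matrix call was lost without Het DBS 1 or WT DBS 2 (camera adjusted p = 0.320 and 0.0520), the granule cell call without Het DBS 2, WT DBS 3 or WT DBS 4 (0.190, 0.0911 and 0.154) and the oligodendrocyte call without WT DBS 1, Het DBS 2 or Het DBS 4 (0.111, 0.0802 and 0.429). Circadian clock genes were higher as well (median 0.05, camera adjusted p = 0.0151), a call lost without Het DBS 3 or Het DBS 4. None of these calls held with an estimated correlation.

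**Figure D3:**
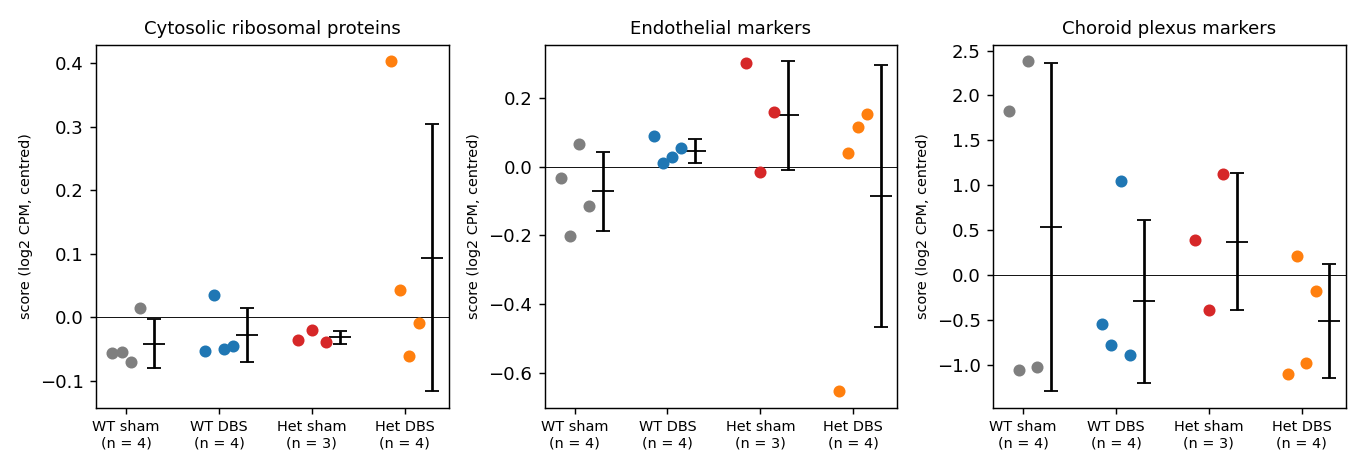
Scores of 3 gene lists in each library (mean of centred log2 CPM). Bars show group means and SD.

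In WT animals no gene passed for DBS (n = 4) against sham (n = 4): edgeR, DESeq2 and limma voom each called 0, and 197 genes had an unadjusted p under 0.05 by edgeR. The 5 smallest p values, none of which passed, belonged to Prr15l (0.64 ± 0.14), Ccr2 (2.11 ± 0.46), Plekho2 (0.31 ± 0.07), Ip6k2 (-0.15 ± 0.04) and the astrocytic potassium channel Kcnj10 (0.16 ± 0.04). Mecp2 (0.02 ± 0.08), Fos (0.07 ± 0.29), Bdnf (0.12 ± 0.08), Kif1b (-0.01 ± 0.05), Fosl2 (-0.07 ± 0.12), Junb (0.03 ± 0.13), Gad2 (-0.03 ± 0.06), Grin2d (-0.05 ± 0.10), Syt6 (-0.13 ± 0.09) and Rxfp3 (0.12 ± 0.28) did not pass. Among the lists, all 15 microglia markers were higher after DBS (median 0.10, camera adjusted p = 1.7e-10), with P2ry13 (0.21) and Cx3cr1 (0.15) passing over the list alone. So were 14 of 15 interferon response genes (median 0.19, adjusted p = 3.08e-08), 12 of 15 astrocyte markers (adjusted p = 2.36e-05) and all 15 oligodendrocyte markers (adjusted p = 0.00401). All 16 choroid plexus markers were lower (median -0.86, adjusted p = 6.25e-05), with the choroid transcript Ttr at 133 CPM in WT sham 1, 239 CPM in WT sham 3 and from 0.491 to 58.1 CPM in the other 13 libraries. Glucocorticoid response genes were lower in 14 of 15 (median -0.16, mean 0.03, adjusted p = 1.16e-05), the one call past camera whose median and mean differ in sign. The microglia, interferon and astrocyte calls held in all 15 fits that left 1 library out. The choroid plexus call was lost without WT sham 1 or WT sham 3 (camera adjusted p = 0.0535 and 0.529), the glucocorticoid call without WT sham 4 (0.169) and the oligodendrocyte call without WT DBS 2, WT sham 2 or WT DBS 3 (0.131, 0.156 and 0.104). With an estimated correlation none of these held (adjusted p = 0.609 to 0.722). Other lists also passed camera. Medians were higher for reactive astrocyte (0.14, adjusted p = 0.00138), mitochondrially encoded (0.07, 0.00178), proliferation (0.07, 0.00783), endothelial (0.13, 0.00883) and activated microglia genes (0.05, 0.0359). They were lower for cholesterol synthesis (-0.03, 0.0151) and mossy cell genes (-0.04, 0.0380). None of these other calls held in all 15 fits without 1 library or with an estimated correlation.

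In Het animals edgeR called 0 genes for DBS (n = 4) against sham (n = 3), with 1498 genes at an unadjusted p under 0.05, while DESeq2 called 99 (35 higher, 64 lower) and limma voom 0. By edgeR the 5 smallest p values (adjusted p = 0.225 for each, none passing) were those of Ndrg2, an astrocytic stress-response gene (0.25 ± 0.04), the atypical cadherin Fat4 (-0.48 ± 0.09), Sstr1 (0.56 ± 0.10), the netrin receptor Dcc (-0.32 ± 0.06) and the potassium channel Kcnh5 (-0.44 ± 0.08). The edgeR count was 9 without Het DBS 4 and 1 without WT DBS 2. Rxfp3 (1.16 ± 0.31, adjusted p = 0.283), Gad2 (0.24 ± 0.07, adjusted p = 0.285), Syt6 (0.17 ± 0.10), Grin2d (0.07 ± 0.11), Fos (-0.52 ± 0.31), Bdnf (-0.06 ± 0.08), Kif1b (-0.07 ± 0.05), Fosl2 (-0.05 ± 0.13) and Junb (-0.10 ± 0.15) did not pass. Interneuron markers were higher in 18 of 20 (median 0.15, camera adjusted p = 4.85e-05), neuropeptides in 13 of 16 (median 0.30, adjusted p = 0.00344) and immature neuron markers in 14 of 17 (median 0.17, adjusted p = 0.00120). The neuropeptide score was 0.25 and 0.29 in Het DBS 1 and Het DBS 2 but -0.16 and -0.23 in Het DBS 3 and Het DBS 4, within the -0.28 to -0.10 of Het sham. In the same order, the ventral hippocampal score of the Het DBS libraries was 0.38, 0.40, 0.07 and -0.57, against -0.50 to -0.21 in Het sham. Whether it accounts for these neuronal list calls was not tested. Over these lists alone Vip (0.51), Tac2 (0.47), Penk (0.74), Nxph1 (0.23) and Gad2 (0.24) were higher and Pdyn (-0.46) lower. Astrocyte markers were also higher, in 13 of 15 (median 0.08, adjusted p = 0.000549), as were all 13 mitochondrially encoded genes (median 0.26, adjusted p = 5.53e-08), with medians of 0.10 and 0.18 without Het DBS 1 (adjusted p = 6.42e-05 and 1.35e-05). Immediate early genes were lower in 18 of 24 (median -0.17, adjusted p = 0.00516), endothelial markers in 13 of 14 (median -0.23, adjusted p = 0.00516) and meningeal genes in 11 of 13 (median -0.68, adjusted p = 0.0179). The ribosomal (46 of 46) and oxidative phosphorylation (34 of 34) lists were higher, with Het DBS 1 apart as above. Without that library the ribosomal median was 0.03 (camera adjusted p = 0.0426) and the oxidative phosphorylation, endothelial and meningeal calls were lost (adjusted p = 0.741, 0.597 and 0.272), the endothelial median then being -0.07, while the neuropeptide median fell to 0.14 (adjusted p = 0.0307). The endothelial call was also lost without Het sham 1 (0.0894), the meningeal call without Het sham 1, Het sham 3 or Het DBS 3 (0.406, 0.0920 and 0.130) and the immediate early call without Het sham 3 (0.129). Glutamate receptor genes were lower too (median -0.05, camera adjusted p = 0.0467), a call that held in 7 of the 15 fits without 1 library. None of these list calls held with an estimated correlation (smallest adjusted p = 0.609).

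Genes that are low in Het sham were followed into Het DBS, to see whether stimulated Het animals stood closer to WT. Of 18 genes at least 20% lower in Het sham than in WT sham, none was higher in Het DBS by at least 15% at an adjusted p under 0.05 over all genes (edgeR; DESeq2, from its own list, 11). Adjusted over the 18 alone, 8 were: Sstr1 (0.56 ± 0.10), Nhlh2 (0.49 ± 0.10), Tac2 (0.47 ± 0.13), Folh1 (0.39 ± 0.08), Mecp2 (0.29 ± 0.09), Fgf11 (0.25 ± 0.10), Gad2 (0.24 ± 0.07) and Lrrc3 (0.24 ± 0.07). Both numbers rest on single libraries: the 18 and the 8 became 3 and 0 (edgeR) without Het sham 1, 3 and 1 without WT sham 4, 4 and 2 without WT sham 3, 5 and 2 without Het sham 3, 6 and 3 without WT sham 1, 30 and 19 without Het DBS 4, and 42 and 17 without Het DBS 1. They were 12 and 3 with 1 surrogate variable and 2 and 2 with the ventral score as a covariate. Of the 18, 17 had a positive value and their median was 0.20, while 17 of 19 Het-high genes had a negative one with a median of -0.09. Both comparisons share the 3 Het sham libraries. The simulations that follow draw each gene on its own and so hold no noise that moves genes together. With a genotype difference and no stimulation effect, 50 simulated data sets gave, from a mean of 88.4 Het-low genes, a mean of 2.34 and at most 9 over the list alone, and a highest median of 0.12. With the genotype difference at 0.9 of its log2 size, set after the data were seen to give about as many Het-low genes as observed (mean 18.1), 50 more gave a mean of 1.48 and at most 6 over the list alone, and a highest median of 0.15. For Het-high genes the first set gave a median of -0.10, so the observed -0.09 is no larger than the shared libraries alone give. Across all genes, the covariance of the 2 contrasts was -0.0227 against -0.0121 in the first set, and their Pearson correlation -0.596 against -0.372 (-0.577 with no effects). When the genes were chosen with 2 Het sham libraries and compared with the one left out, the median was 0.164, 0.161 and 0.316 (mean 0.214 ± 0.0886 SD), from 23, 53 and 15 genes. The Het-high genes chosen in the same way gave -0.344, 0.0807 and -0.197, from 6, 160 and 4 genes. Among DESeq2's 11 were Folh1, Cgref1, Pgr15l, Sstr1, Gpr101, Dusp26, Pde9a, Nhlh2, Amz1 and Chrm5. Gpr101 was at 1.10 to 2.04 CPM in Het sham, but also at 1.98 CPM or less in Het DBS 4 and WT DBS 4, against 5.85 to 12.7 CPM in the other 10 libraries.

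**Figure D4:**
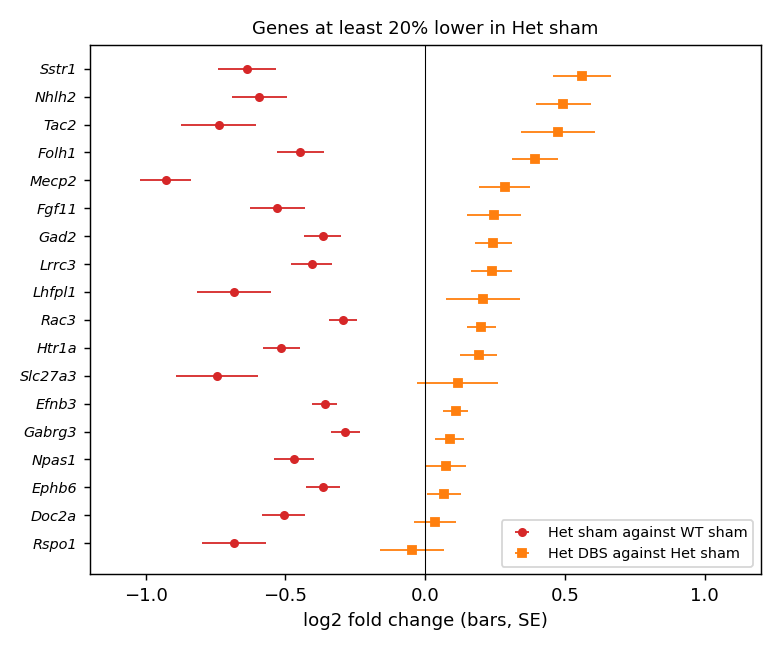
Log2 fold changes (± SE) of the 18 genes at least 20% lower in Het sham, for Het sham against WT sham and Het DBS against Het sham. Both contrasts use the same 3 Het sham libraries.

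The interaction of genotype and treatment, which asks whether stimulation acted differently in Het and WT animals, had 0 called genes by edgeR and by limma voom and 1 by DESeq2 (Ccr2), with 697 at an unadjusted p under 0.05 by edgeR. Ccr2 had the smallest edgeR p (-3.93 ± 0.63, adjusted p = 0.215), followed by Fat3 (-0.34 ± 0.07), Rac3 (0.30 ± 0.07), Stard8 (-0.35 ± 0.08) and Zfhx4 (-0.40 ± 0.10), none of which passed. Without WT DBS 2 the edgeR count was 2. The fixed genes gave Mecp2 0.27 ± 0.12, Fos -0.59 ± 0.43, Bdnf -0.18 ± 0.11, Kif1b -0.06 ± 0.07, Fosl2 0.02 ± 0.18, Junb -0.13 ± 0.20, Gad2 0.28 ± 0.09, Grin2d 0.13 ± 0.15, Syt6 0.30 ± 0.14 and Rxfp3 1.04 ± 0.41, none passing. Interneuron markers had a positive interaction in 17 of 20 (camera adjusted p = 6.7e-06), all 46 ribosomal genes were positive (adjusted p = 4.6e-06) and all 15 interferon response genes negative (adjusted p = 3.57e-05). The ribosomal call rests on library Het DBS 1, without which 25 of 46 were positive with a median of 0.00 (camera adjusted p = 0.431).

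Another 12 lists passed camera for the interaction. Endothelial markers (median -0.31, adjusted p = 0.000125; -0.15 without Het DBS 1, adjusted p = 0.0151), immature neuron markers (0.16, adjusted p = 0.00158) and neuropeptides (0.24, adjusted p = 0.00659; 0.14 without Het DBS 1, adjusted p = 0.0412) passed in all 15 fits without 1 library. Oxidative phosphorylation (0.10, adjusted p = 3.57e-05) and mitochondrially encoded genes (0.14, adjusted p = 0.000601) were lost without Het DBS 1 (adjusted p = 0.268 and 0.0785), reactive astrocyte genes (-0.33, adjusted p = 0.00274) without Het sham 1 (adjusted p = 0.0806), and immediate early genes (-0.17, adjusted p = 0.00178) without WT sham 2 (adjusted p = 0.0551) or Het sham 3 (adjusted p = 0.0512). Meningeal genes (-0.87, adjusted p = 0.0120) were lost without Het sham 1 (-0.34, adjusted p = 0.243), Het DBS 1 (adjusted p = 0.159), Het DBS 3 (adjusted p = 0.0888), WT DBS 3 (adjusted p = 0.0706) or Het sham 3 (adjusted p = 0.0554). Glucocorticoid response (0.19, adjusted p = 0.0332), delayed activity-regulated (-0.09, adjusted p = 0.0380), mural cell (-0.28, adjusted p = 0.0493) and haemoglobin genes (-0.36, adjusted p = 0.0380) held in only 8, 8, 8 and 7 of the 15 fits, with the highest adjusted p at 0.454 without WT sham 4, 0.201 without Het DBS 3, 0.370 without Het DBS 1 and 0.459 without Het sham 2. With an estimated correlation all 15 calls were lost (smallest adjusted p of all list tests = 0.609).

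Averaged over both treatments, 156 genes differed between Het (n = 7) and WT (n = 8) animals, 76 higher and 80 lower (edgeR). The genes higher in Het with the largest changes were Pdlim1 (1.01 ± 0.07, adjusted p = 3.55e-06), Bmp3 (0.95 ± 0.11), the axon guidance cue Sema3a (0.78 ± 0.16), galectin-3 (Lgals3, 0.62 ± 0.12), slow troponin T (Tnnt1, 0.56 ± 0.09), the junctional adhesion protein Jaml (0.55 ± 0.11) and Cdh18 (0.55 ± 0.07). Next came Irak1 (0.48 ± 0.03, adjusted p = 7.15e-07), Agmat, which breaks down agmatine (0.47 ± 0.10), Clec2d (0.42 ± 0.09), the Rho regulator Arhgap29 (0.39 ± 0.08) and Tenm3 (0.39 ± 0.06). Lower in Het were the glycogen synthase Gys2 (-0.95 ± 0.18), Mecp2 (-0.80 ± 0.06), Rspo1 (-0.65 ± 0.08), Slc27a3 (-0.61 ± 0.10) and Kirrel2 (-0.57 ± 0.12). Also called lower were the GDNF co-receptor Ret (-0.55 ± 0.09), the gastrin-releasing peptide receptor Grpr (-0.55 ± 0.11), the mu opioid receptor Oprm1 (-0.53 ± 0.08), the purinergic channel P2rx5 (-0.51 ± 0.11) and Glp2r (-0.49 ± 0.09), along with Stc2 (-0.52 ± 0.10) and Lhfpl1 (-0.50 ± 0.09). The NMDA receptor subunits Grin2d (-0.47 ± 0.08, adjusted p = 0.00922) and Grin3a (-0.24 ± 0.05, adjusted p = 0.0254), Gabrg3 (-0.21 ± 0.03), Gabbr1 (-0.12 ± 0.02), Gad1 (-0.16 ± 0.03), Gad2 (-0.23 ± 0.04) and Tac2 (-0.40 ± 0.09) passed, as did Nptx2 (0.34 ± 0.06), Plk2 (0.19 ± 0.03), Ociad2 (0.17 ± 0.03), Rora (0.19 ± 0.04), Aqp4 (0.22 ± 0.05) and Serpina3n (-0.21 ± 0.05). Syt6 (-0.24 ± 0.07), Rxfp3 (-0.31 ± 0.21), Fos (0.01 ± 0.21), Bdnf (0.02 ± 0.06), Kif1b (-0.03 ± 0.04), Fosl2 (0.05 ± 0.09) and Junb (0.03 ± 0.10) did not.

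The genotype count also moved with single libraries: 57 without Het sham 1, 64 without Het sham 3, 69 without WT DBS 2, 73 without WT DBS 1, 75 without WT sham 3, 77 without WT sham 4, 80 without WT sham 1, 82 without Het DBS 2, 82 without WT DBS 4, 99 without Het DBS 3 and 316 without Het DBS 1. Irak1, Pdlim1, Bmp3, Cdh18, Tnnt1, Tenm3, Mecp2, Rspo1, Slc27a3, Ret, Oprm1, Glp2r, Grin2d, Gabrg3, Plk2 and Nptx2 passed in all 15 of these fits, and the other named genes in 2 (Tac2, adjusted p = 0.137 without Het sham 3) to 14 (Stc2 and Lhfpl1). Among the lists, all 15 oligodendrocyte markers were higher in Het (median 0.18, camera adjusted p = 1.74e-05), glutamate receptors were lower in 20 of 22 (adjusted p = 0.000120) and interneuron markers in 17 of 20 (adjusted p = 0.000300). All 46 ribosomal genes were higher (adjusted p = 4.67e-05), but without Het DBS 1 their median fell from 0.07 to 0.02 and the call was lost (camera adjusted p = 0.0877). Another 11 lists passed camera for genotype. Activated microglia genes (0.16, adjusted p = 0.00659) and thalamic markers (0.19, adjusted p = 0.00702) were higher in Het in all 15 fits without 1 library. Meningeal genes (0.82, adjusted p = 0.00645) were lost without Het sham 1 (adjusted p = 0.0665) or Het DBS 2 (adjusted p = 0.0671), interferon response genes (0.19, adjusted p = 0.00883) without Het sham 1 (adjusted p = 0.147), oxidative phosphorylation genes (0.06, adjusted p = 0.00274) without Het DBS 1 (adjusted p = 0.364), and circadian genes (0.05, adjusted p = 0.0181) without Het sham 2 (adjusted p = 0.0608) or Het DBS 3 (adjusted p = 0.0605). Immature neuron markers (-0.08, adjusted p = 0.00717) were lost without WT sham 2 (adjusted p = 0.0529), and neuropeptides (-0.12, adjusted p = 0.0138) and CA2 and CA3 markers (-0.08, adjusted p = 0.0175) without Het DBS 3 (adjusted p = 0.0708 and 0.0534). Mitochondrially encoded (0.07, adjusted p = 0.0354) and mural cell genes (0.13, adjusted p = 0.0474) held in only 10 and 7 of the 15 fits, with the highest adjusted p at 0.309 without Het DBS 1 and 0.193 without Het DBS 4. None of the 15 held with an estimated correlation (smallest adjusted p = 0.609).

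Averaged over both genotypes, edgeR and limma voom called 0 genes for DBS (n = 8) against sham (n = 7) and DESeq2 called 12, with 870 at an unadjusted p under 0.05 by edgeR. Ndrg2 had the smallest p (0.17 ± 0.03, adjusted p = 0.373), then Fam205a1 (-0.92 ± 0.17), Card6 (-0.29 ± 0.06), Gm10073 (0.35 ± 0.07) and Fat4 (-0.27 ± 0.06), none passing by edgeR and all 5 passing by DESeq2. Mecp2 (0.15 ± 0.06), Fos (-0.23 ± 0.21), Bdnf (0.03 ± 0.06), Kif1b (-0.04 ± 0.04), Fosl2 (-0.06 ± 0.09), Junb (-0.03 ± 0.10), Gad2 (0.10 ± 0.04), Grin2d (0.01 ± 0.08), Syt6 (0.02 ± 0.07) and Rxfp3 (0.64 ± 0.21) did not pass. Astrocyte markers were higher after DBS in 13 of 15 (camera adjusted p = 1.07e-06), with Sox9, Ndrg2, Slc1a3, Aldoc, S100b and Mlc1 passing over the list alone, and all 15 microglia markers were higher (adjusted p = 1.35e-06). All 13 mitochondrially encoded genes were higher (median 0.13, adjusted p = 1.02e-09; median 0.09 without Het DBS 1, adjusted p = 7.14e-08), with scores of 0.39 in Het DBS 1, -0.26 in Het sham 1 and -0.24 in WT sham 1 against -0.15 to 0.10 in the other 12 libraries, and 15 of 16 choroid plexus markers lower (adjusted p = 0.000353). Ribosomal genes (median 0.08, camera adjusted p = 5.53e-08) were higher too, with a median of 0.01 without Het DBS 1 (0.00832). Oxidative phosphorylation (0.05, 0.00783), neuropeptide (0.14, 0.0175) and stem and progenitor genes (0.10, 0.0354) were higher, but lost without Het DBS 1 (0.667, 0.123 and 0.0816). Interneuron (0.07, 0.00923) and immature neuron markers (0.05, 0.0140) held in only 10 and 12 of the 15 fits without 1 library. None of these calls held with an estimated correlation (smallest adjusted p of all list tests = 0.609).

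The genotype contrasts of sham and stimulated animals agreed in part. Across 15079 genes, the 2 genotype contrasts, which share no library, had a Pearson correlation of 0.283 and a Spearman correlation of 0.229. Of the 43 genes called in sham animals, 40 kept their sign after DBS, and the slope over the 43 was 0.159. The slope weights each gene by the square of its sham change, so Ccr2, with a large sham change and a turned sign, lowers it. The 43 were chosen by their sham values, which by itself makes smaller values after DBS likely. Ccr2 turned from 3.28 ± 0.47 to -0.66 ± 0.41 (edgeR adjusted p = 0.638 after DBS), and Zfhx4 (-0.04 ± 0.06) and Rac3 (0.01 ± 0.05) lay near 0 after DBS. Irak1, Pdlim1 and Bmp3 were called higher in both contrasts where independent calls would give 0.00458 (23 × 3 / 15079), and Mecp2 was called lower in both where they would give 0.00265 (20 × 2 / 15079). Left-out libraries moved the Pearson correlation to 0.0675 without Het DBS 2, 0.158 without Het sham 1, 0.170 without Het DBS 4, 0.189 without WT DBS 2, 0.392 without WT DBS 1 and 0.407 without Het DBS 1. The stimulation contrasts of WT and Het animals, again without a shared library, had a correlation of 0.00. Genes longer than 100 kb (2305 of those tested), a class described elsewhere as sensitive to MeCP2, differed by 0.02 in mean log2 CPM relative to the other genes in Het sham against WT sham (exact two-sided permutation p = 0.343). The values were 0.00 in Het DBS against WT DBS (p = 0.743), 0.00 in WT DBS against WT sham (p = 1.00) and -0.03 in Het DBS against Het sham (p = 0.400), exact two-sided permutation tests each.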

Values the study reported

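In its chronic-stimulation libraries the study reports 63 protein-coding genes with increased and 94 with decreased levels in Het sham animals relative to WT sham. Of the decreased genes, it reports that 12 went up with chronic DBS in Het animals, at a fold change over 15% and an FDR under 0.05.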

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

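Of the tests in this part, the test of vessel cells in library Het DBS 1 was chosen only after its values had been seen. A library was picked out where, among the 4 of its group, its distance to the nearest of the others, as a share of the group's whole range, exceeded Dixon's 95% critical value. This was so for 13 of 141 groups of values tested, where chance alone picks about 1 in 20 (7.05), and 5 of the 13 belong to Het DBS 1. The rule was applied to WT sham, WT DBS and Het DBS only, so no Het sham library could be picked out. Het sham 1 had the highest mural (0.62) and meningeal (1.43) scores of all libraries.

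The 5 values of Het DBS 1 were the share of reads in its 10 most abundant genes (7.43%), a high score of mitochondrially encoded genes (0.39), and low scores of endothelial markers (-0.65), interferon response genes (-0.24) and perineuronal and extracellular matrix genes (-0.22). The other 8 were spread over 7 libraries: Gad2 in Het DBS 2 (146 CPM), GABA receptors in WT sham 2 (0.0869), mossy cell markers in WT DBS 3 (-0.10), astrocyte markers (0.0447) and glucocorticoid response genes (0.48) in WT sham 4, microglia markers in WT DBS 4 (0.14), mitochondrially encoded genes in WT sham 1 (-0.24) and ribosomal proteins in WT DBS 2 (0.0351). Outside the tested genes, Het DBS 1 had 66 reads in 4 Y-linked genes, where the other 14 libraries had 0 to 8. All animals are female by their labels, and the source of these few reads was not tested.

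Library Het DBS 1 stood apart from the other 14 in several further values: mitochondrial share 6.69% (others 4.71% to 5.35%), quality weight 0.143 (0.606 to 1.83) and mural cell score -0.84 (-0.36 to 0.62). Fewer vessel cells alone are argued against, since that would move all other classes alike, while its ribosomal score less its synaptic vesicle score was 0.560 and at most 0.0163 in the other libraries. A loss of long messenger RNAs, as in partly degraded RNA, may contribute: the Spearman correlation of messenger length with the library's deviation from its group was -0.306, against -0.207 to 0.342 elsewhere, although the 0.342 of Het DBS 3, whose reference includes Het DBS 1, is larger in size. A difference in how the tissue was taken stays open, as does a biological state of this one animal, which the design cannot separate from the library. Leaving it out moves the genotype counts from 43 to 132 in sham animals and from 156 to 316 over both treatments (edgeR).

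Other splits of the same libraries were counted for each contrast. In Het sham against WT sham the real split (43 genes) was the 1 of 35 with a count that high, and the highest other gave 4. For genotype over both treatments (156 genes) 2 of 100 drawn splits, the real one included, were as high, the other with 298 genes. Both shares are small, which argues against chance as the source of these 2 counts. Chance is not excluded, since 7 contrasts were counted with no correction. For Het DBS against WT DBS (5 genes) 2 of 35 splits were as high, so chance cannot be excluded as the source of the count. The splits do not speak to single genes. Mecp2, the targeted gene, lay at 115 to 158 CPM in Het DBS and 213 to 230 CPM in WT DBS. Irak1 lay at 102 to 110 CPM in Het DBS and 77.3 to 83.7 CPM in WT DBS. For the 4 counts of 0 by edgeR the splits test nothing, since every split gives at least 0 genes: WT DBS against WT sham (highest other 0; unadjusted p under 0.05 in 197 genes, 0 by DESeq2 and limma voom), Het DBS against Het sham (highest other 43; 1498 unadjusted, 99 by DESeq2, 0 by limma voom), the interaction (132; 697, 1 and 0) and treatment (143; 870, 12 and 0). Other splits reached 298 genes for genotype and 20 for Het DBS against WT DBS. Calls in other splits were few: in 2 of 35 splits for Het DBS against Het sham, 2 of 100 for the interaction and 6 of 100 for treatment. The 20 genes of 1 split, against 5 in the real one, and the calls where the real split has 0 may come from a structure of the samples other than the groups, which was not tested.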

How the results depend on the processing

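DESeq2 without Het DBS 1, the ventral and choroid plexus covariates and the list tests without 1 library were chosen only after the data had been seen, and the others were set beforehand. Direction was checked for the named genes alone. None of those called reversed under DESeq2, 1 surrogate variable or the 2 other scalings. Nor did any reverse in the fit without 1 library that gave its largest adjusted p. Other called genes and the remaining alternatives were not checked for direction. Without Het DBS 1, 2 called list medians changed sign, both of oxidative phosphorylation genes. Counts within 1.5 times those reported, in all 7 contrasts, came from relative log expression and upper quartile factors, no filter, filterByExpr, robust edgeR, all gene classes and the choroid plexus covariate.

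DESeq2 called 292 genes in Het sham against WT sham, 95 in Het DBS against WT DBS, 99 in Het DBS against Het sham, 1 for the interaction, 559 for genotype and 12 for treatment, and 11 Het-low genes raised. DESeq2 without Het DBS 1 called 630, 125, 188, 4, 919 and 49 in the same order, 1 in WT DBS against WT sham, and 12 raised. limma voom with quality weights called 218 in Het sham against WT sham, 25 in Het DBS against WT DBS and 649 for genotype. Fits of only the groups compared gave 69 in Het sham against WT sham (28 shared with the 43) and 2 in Het DBS against WT DBS. These fits have fewer libraries to estimate the spread. The first also leaves out Het DBS 1, without which the fit of all groups gave 132. With 1 surrogate variable 18 genes were called in Het sham against WT sham (15 shared), and with the ventral score 6. A 20% minimum change left 75 genes for genotype, by its construction. Adjusting over the list alone gave 8 raised genes because fewer genes are tested. Apart from the 20% minimum and the list alone, the causes of these changes were not tested.

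Leaving out each library gave 6 (without Het sham 1) to 132 genes (without Het DBS 1) in Het sham against WT sham, and 4 (WT DBS 1) to 10 (Het DBS 4) in Het DBS against WT DBS. It gave 0 to 9 (Het DBS 4) in Het DBS against Het sham by edgeR, 0 to 2 (WT DBS 2) for the interaction, 57 (Het sham 1) to 316 (Het DBS 1) for genotype, and 0 to 5 (Het DBS 4) Het-low genes raised. The correlation of the genotype contrasts ranged from 0.0675 (Het DBS 2) to 0.407 (Het DBS 1) and that of the stimulation contrasts from -0.110 (WT sham 1) to 0.121 (WT DBS 1). WT DBS against WT sham and treatment stayed at 0 (edgeR) in all 15 fits, and Mecp2 in Het sham against WT sham at -0.84 or lower. Beside each count of 0 the genes at an unadjusted p under 0.05 number 197 to 1498, as given above.

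Of the 87 list tests past camera with a preset correlation, 0 passed with an estimated correlation and 0 by fry in 1 direction (fry's mixed test 25); the preset value ignores how strongly members vary together, which the estimate includes. Without 1 library 79 (WT sham 2) to 96 (WT sham 4, and Het DBS 4) list tests passed; 33 of the 87 calls held in all 15 fits, and the most were lost without WT sham 2 (21) and Het DBS 1 (19). Over single named genes, DESeq2 kept 140 values on their side of the threshold and carried 17 past it. The surrogate variable kept 135, took 21 below it and carried 1 past it. Of the values that passed, 45 fell below it in at least 1 of the fits without 1 library. How many values held in all of these fits, or crossed upward in one, was not counted. Long genes stayed without a call at 50 and 200 kb in all 4 pairwise contrasts, and the cross-fitted median was 0.158 with genes at an unadjusted p under 0.01. No paired analysis was possible because the labels give no numbers or pairs that join animals across groups. Depth (212694632 to 277874468 gene reads) does not limit the called genes, but Ccr2 lies under 1 CPM in every library.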

Other observations

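Chosen only after the result was seen were the tests of blood and of meningeal tissue for Cd74, the controls with WT libraries and random lists, and the ventral list (Trhr, Cpne7, Grp, Nr2f2, Htr2c and Pde11a), written after most of its values had been seen. The dorsal list (Lct, Gsg1l, Spata13 and Stra6) was added before its values were looked at. Some transcripts split the libraries in ways that the groups follow only in part. Mmrn1, a secreted multimerin of vessels and platelets, was at 0.00915 to 0.0546 CPM in 8 libraries and over 1 CPM in the other 7 (highest 1.54). The 8 were all WT DBS libraries, Het sham 2, Het sham 3, WT sham 4 and Het DBS 4. Rxfp3, the relaxin-3 receptor, was at 13.6 to 16.7 CPM in WT sham 2, WT DBS 3, Het DBS 2 and Het DBS 3 and at 5.08 to 10.2 CPM in 10 others, with WT DBS 2 between these sets. Penk, the enkephalin precursor, reached 49.9 CPM in Het DBS 2 and 42.8 CPM in Het DBS 3 against 19.2 to 29.3 CPM elsewhere, and the acute-phase gene Lcn2 3.47 CPM in WT DBS 4 against at most 0.429 CPM elsewhere.

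The dentate gyrus differs along its long axis, and the libraries differed in genes that mark its ends. Cpne7, a copine of ventral granule cells, was at 93.4 to 126 CPM in Het sham, 99.1 to 174 CPM in Het DBS and 121 to 178 CPM in WT. Over the 15 libraries, centred within group, the dorsal and ventral scores had a Pearson correlation of -0.672 (permutation p = 0.00244) and a Spearman correlation of -0.725, and -0.729 without the 2 libraries farthest from the median. The ventral list was written after most of its values had been seen, so this permutation p is not that of a preset test. The relation is 1 of 5 across libraries that were computed. The ventral score of Het sham less that of WT sham was -0.56 (exact two-sided p = 0.0571), and less that of Het DBS -0.45 (exact two-sided p = 0.171). For the dorsal score, Het sham less WT sham was 0.06 (exact two-sided p = 0.514). With the ventral score as a covariate, 6 genes were called in Het sham against WT sham and 2 of them were Het-low.

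The Het-low genes lay higher in Het DBS than in Het sham, with a median of 0.204. Noise that is independent from gene to gene in the shared Het sham libraries is argued against as the whole cause. In 50 simulations with a genotype difference and no stimulation effect, the highest median was 0.153. These were scaled after the data were seen to a mean of 18.1 Het-low genes against the 18 observed. The highest was 0.118 in 50 with a mean of 88.4 such genes, and with no effects at all 1 such gene arose in 50, at 1.38. The medians against a Het sham library left out of the choice were 0.164, 0.161 and 0.316. A demand for all 3 to lie above 0, with a mean over 2 SD, was added after the value was seen. The simulations draw each gene on its own, so they cannot speak to noise that moves genes together. The 3 left-out medians share their Het DBS libraries. Less ventral tissue in Het sham as the whole cause is left undecided. With the ventral covariate the median of the same 18 genes was 0.170 (gene SD 0.169), a change smaller than the 0.05 set as the bound. The ventral score has only 6 genes, however, and the 18 were chosen without it, while with it 2 genes stayed Het-low. On dorsal markers this cause cannot be told apart either, since their score differed by 0.0473 (exact p = 0.657) and 4 genes are few. More cells with the intact Mecp2 allele in the Het DBS animals is a candidate explanation. Over the 7 Het libraries, centred within treatment, Mecp2 rose with the score of 79 other genes low in Het (r = 0.889, one-sided exact p = 0.00694, the smallest of 144 rearrangements, Spearman 0.786). Those 79 were called from these same libraries. Pooled over treatments, Pearson was 0.931 (0.992 without Het DBS 4 and Het sham 1) and Spearman 1.00. Their permutation p values (0.000198 and 0.000397) exchange libraries between treatments whose Mecp2 means differ. They therefore do not test the relation apart from treatment. Of 10000 random lists, matched in level but not in response to genotype, 44 reached the centred value. An effect of stimulation and the choice of animals by evoked signal stay open and untested, and in the 8 WT libraries the same relation was -0.787 (exact two-sided p = 0.0486 over 576 rearrangements; Spearman -0.714, and -0.130 without the 2 farthest), which the share of intact cells does not account for.

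Cd74, the invariant chain of MHC class II, and Ccr2 were higher in Het sham than in WT sham, by 1.88 ± 0.35 and 3.28 ± 0.47, while H2-Aa of MHC class II did not pass over all genes (edgeR adjusted p = 0.106). Blood left in the samples is argued against, as the haemoglobin genes had a median of 0.217 and no upper bound (2 SE) over 0.661; an earlier criterion, at least 1 of the 3 Het sham libraries below the WT sham haemoglobin mean, was met by 1 library and replaced, since 1 library excludes nothing. With the meningeal score as a covariate 14 genes were called and Ccr2 still passed (3.18 ± 0.51, edgeR adjusted p = 0.0233), which argues against meningeal tissue as its whole cause. Cd74 changed from 1.88 ± 0.35 to 1.24 ± 0.23 and narrowly missed the threshold (edgeR adjusted p = 0.0526), its fold and SE smaller by about the same factor. Neither bound set for Cd74 was met. Meningeal tissue as its whole cause was to bring the fold within 2 SE of 0, and the fold lay farther out. A Cd74 that still passed was to speak against that cause, and it did not pass. The fall in its fold leaves a part from meningeal tissue open (the 1 test was parted by gene once these values were seen). Cd74 followed the meningeal score over the 15 libraries centred within group (Pearson 0.821, permutation p = 0.00578; Spearman 0.857; 0.760 without the 2 farthest), and more monocytes or activated microglia were not tested apart; in Het DBS against WT DBS neither gene passed (Cd74 0.08 ± 0.32, edgeR adjusted p = 0.955; Ccr2 -0.66 ± 0.41, adjusted p = 0.638).

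The study gives no fold minimum beside its counts of increased and decreased genes. Without one, edgeR gives 23 genes higher and 20 lower in Het sham, and DESeq2 146 and 146. With the 20% minimum that the study states for its heat map, edgeR gives 19 and 18 and 0 of the 18 raised in Het DBS, where DESeq2 gives 90, 117 and 11 and limma voom 0 raised (8 by edgeR over the list alone, and 1498 genes at an unadjusted p under 0.05 for Het DBS against Het sham). Either way the edgeR counts are lower than those the study reports with DESeq2.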
